A study of Sus scrofa with 35 samples. Its data were reported in "Multi-tissue metabolic and transcriptomic responses to a short-term heat stress in swine" (2024).

How the data were processed

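Gene expression was measured in the longissimus dorsi, a back muscle, of castrated male pigs from 3 genetic groups: Creole, Large White and their F1 cross. Pigs were kept at thermoneutrality (TN) or exposed to heat stress (HS). Each of the 35 arrays carried the RNA of 1 muscle sample, and the labels place them in 6 groups of 6 arrays each except F1 HS, which has 5. The sample labels give 24 °C for TN and 30 °C for HS, whereas the growth protocol and the study methods give a challenge at 32 °C for 5 days, with slaughter after 4 or 5 days, so the challenge temperature is stated here with that disagreement open. Replicate numbers name the arrays in the order of deposition and pair nothing.

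The authors labelled cRNA with Cy3, hybridised it to 1-colour Agilent porcine arrays and quantified the spots with Feature Extraction, version 10.10.1.1 per the file headers. The deposited scanner files hold intensity values on a linear scale: the median and the mean pixel intensity of each spot, its local background, and the background-subtracted processed signal. They also hold quality flags, which were used to leave out outlier spots and to count probes well above background. The deposited value table holds log2 values for 40649 probes, which the authors made by quantile normalisation of the median intensity and a filter on expressed probes. Each of its 35 columns was closest to its own array among all arrays (lowest Pearson r 0.999). The SD of the difference from the table was 0.0073 log2 for values quantile-normalised after taking log2 and 0.0093 for values normalised before it, so the order of these steps changed little.

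Values were recomputed from the scanner files. Control spots were left out, which left 60306 spots of 60305 probes per array. The median pixel intensity was quantile-normalised between arrays without background subtraction, log2 was taken, spots with an outlier flag (105 over all arrays) were set to missing, and spots of 1 probe were averaged. No spot was saturated. Probes were kept if well above background on at least 75% of the arrays of at least 1 group, which kept 41517. Probes were named through their accession in the reference gene tables (Sscrofa11.1, used for names only), then through the gene name in the files. A symbol was found for 26083 probes (43.3%), covering 11836 genes. No genome position is printed, since probes were named and not mapped.

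Comparisons were fitted with limma 3.58.1 in R 4.3.3, with empirical Bayes moderation and Benjamini-Hochberg adjustment at 0.05. Temperature and breed were tested in an additive model of breed and temperature, which is the fixed part of the model in the study methods. Its random terms (pen, slaughter day, father and mother) are not in the labels and were left out. Per the study methods each breed consisted of a few groups of littermates, which the fits and regroupings treat as independent animals. Per the study methods, TN pigs were slaughtered before the rise in temperature and HS pigs after it, in other pens, so slaughter day, age and pen differed between HS and TN animals by design. Temperature within a breed and the breed by temperature interaction (a moderated F-test) were tested in a model with 1 mean per group. All 35 arrays entered every fit and shared the estimate of the spread. Gene sets fixed beforehand (heat shock proteins, subunits of complexes I, III and IV and of ATP synthase, TCA cycle and PDH, glycolysis and glycogen use, antioxidant enzymes, MHC class II, slow and fast fibre genes, and markers of adipocytes, blood cells, leukocytes, connective tissue, endothelium and nerve) were tested with camera at a preset inter-gene correlation of 0.01, using for each gene the probe with the highest mean. Of the genes on these lists, those with a kept probe were used, and sets needed at least 5 of them.

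Genes named in the text followed a rule fixed with the tests before the data were examined. They are a fixed list of 20 genes, each by its kept probe with the highest mean, the 5 largest rises and 5 largest falls with temperature among symbol-carrying probes past the threshold with the same sign in all 3 breeds, the same for Creole minus Large White with the same sign at both temperatures, the 3 smallest p-values for F1 against the parental midpoint, and the heat shock protein set. HGF had no probe named with its symbol among the kept probes, nor had HSPA1A, HSPA1B, DNAJA1 and STIP1 of the heat shock protein set. The genes of the fixed list are those the study text discusses for muscle, chosen on these same samples, so the list is not independent evidence. The fits were tested on simulated arrays with the real means and SDs of 41465 probes and 200 probes changed by 1 log2. The temperature fit recovered 98.5% of them with 16 false calls, the Creole and Large White contrast 95.5%, the contrasts within F1, Creole and Large White 90.5%, 88% and 84%, and the interaction test 76%. Simulated noise was independent between probes and arrays, without pens, litters or slaughter days. The planted change exceeded most called changes, whose median absolute size was 0.29 log2 for temperature. These rates therefore do not carry over to the real calls.

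The alternatives fixed beforehand were other scalings (75th percentile scaling of the processed signal, median scaling, normexp background correction of the mean pixel intensity with an offset of 50 before quantile normalisation), the deposited table, no filter or a filter on all arrays, slide as a fixed or random block, a trended robust prior, array weights, leaving out each array in turn, no breed term, 1 probe per gene, fits within a breed alone, TN arrays alone, and other gene set tests. Scaling to 6 bright spike-in controls, array brightness as a covariate and the leukocyte marker mean as a covariate were added after the data had been seen. The arrays lay on 5 slides (8, 8, 8, 8 and 3 arrays) and every group was on each of the 4 full slides. Labels were regrouped 100 times for each comparison, the real grouping included. The number of arrays limits the precision. Permutation tests of single array measures shuffled temperature within breed 100000 times and were two-sided.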

Results

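The muscle transcriptome was profiled on 35 arrays: 6 Creole TN, 6 Creole HS, 6 F1 TN, 5 F1 HS, 6 Large White TN and 6 Large White HS. Between 58.4% and 75.9% of probes were well above background on an array. The 75th percentile of the unnormalised median pixel intensity ranged from 425.5 to 785.4. On the log2 scale this percentile was 9.05 ± 0.17 (SD, n = 18) on TN arrays and 9.24 ± 0.24 (SD, n = 17) on HS arrays, a difference of 0.18 (SE 0.07, permutation p = 0.0139, adjusted over 9 array measures 0.0231, higher on 13 of 17 HS arrays than the TN mean of the breed). The mean of 6 bright spike-in controls, RNAs added in fixed amounts, differed by 0.03 (SE 0.04, permutation p = 0.442), which is within the spread between arrays. No 2 arrays held identical values (highest Pearson r between arrays 0.996, across probes, which are not independent).

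**Figure D1:**
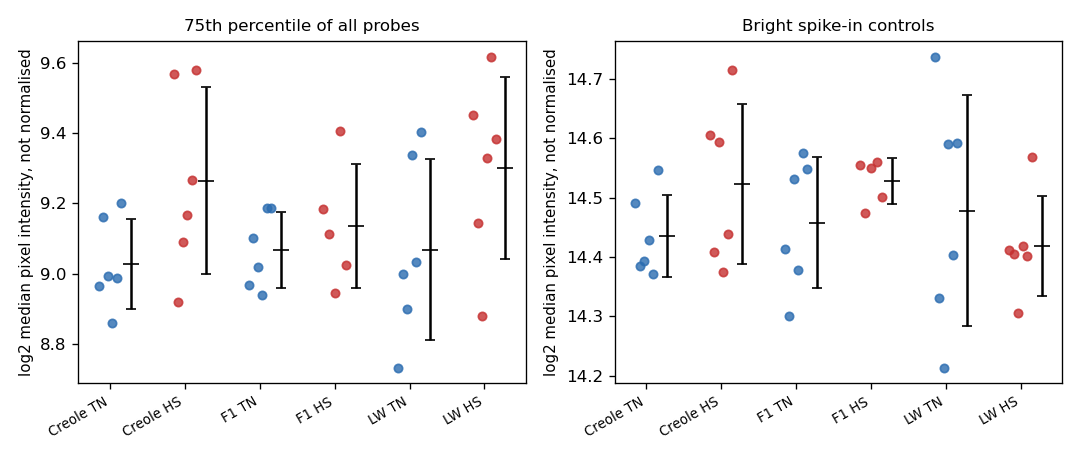
Unnormalised brightness of each array by group, as the log2 75th percentile of all probes (left) and the mean log2 intensity of the bright spike-in controls (right). Points are arrays, and the bars at the side give mean and SD. The percentile was 0.18 log2 higher on HS arrays, and the spike-in mean 0.03.

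To see which transcripts responded to the heat challenge whatever the breed, HS was compared with TN over all 35 arrays. A total of 6654 of 41517 probes (16.0%) changed at an adjusted p below 0.05, of which 3209 were higher and 3445 lower in HS. They covered 2295 genes with a symbol, and 2656 of the called probes had none. Changes were small, with a median absolute log2 change of 0.29 among called probes. Only 193 called probes moved by more than 1 log2, 172 of them upwards and 21 downwards. Among fits of the same probes the count moved most with array brightness as a covariate, which gave 2092, followed by the leukocyte marker mean as a covariate with 2752, both added after the data had been seen. With slide as a fixed block 8348 probes were called. With 1 probe per gene symbol, where fewer probes were tested, 1964 were called. The share of higher calls, 48.2% here, was 37.5% under 75th percentile scaling, 56.7% under median scaling and 86.6% under scaling to the spike-in controls, an alternative also added after the data had been seen. The balance of rises and falls therefore depended on the scaling.

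Among the 20 genes fixed beforehand, 19 had a kept probe, and 13 were called over all probes, 5 higher and 8 lower. Adjusted over the list alone, 14 were called. Glycogen phosphorylase PYGM was 16.97 ± 0.23 (SD, n = 18) in TN and 16.50 ± 0.32 (SD, n = 17) in HS, a log2 change of -0.48 (SE 0.09, limma adjusted p = 0.000596, lower in 17 of 17 HS arrays). The phosphorylase kinase subunit PHKA1 changed by -0.68 (SE 0.12, adjusted p = 0.000375, lower in 17 of 17). PDK4, a kinase that inhibits pyruvate dehydrogenase, went from 14.11 ± 1.69 (SD, n = 18) to 12.20 ± 1.53 (SD, n = 17), a change of -1.92 (SE 0.52, adjusted p = 0.0115, lower in 15 of 17), and its SD was the widest on the list. LDHB was higher by 0.49 (SE 0.08, adjusted p = 0.000171, 17 of 17 HS arrays). DLD, MLST8, PRDX4, ATP5ME and ATP5MF were lower, by log2 changes between -0.39 and -0.19, and SOD1 and SMARCE1 were higher by 0.17 and 0.33. MLST8, PRDX4, ATP5ME, ATP5MF and SOD1 lost their call under scaling to the spike-in controls, and SOD1 also under 75th percentile scaling (0.06, adjusted p = 0.362) and median scaling. With array brightness and with the leukocyte mean as a covariate DLD (-0.21, adjusted p = 0.0757, and -0.21, adjusted p = 0.0974), PRDX4, ATP5ME and SOD1 were not called, nor ATP5MF with brightness. The pyruvate dehydrogenase subunit PDHA1 was not called by its brightest probe (-0.20, SE 0.14, adjusted p = 0.367), while 3 of its 4 other kept probes were. HIF1A (0.09, SE 0.08), BCAT1, GPX3 and MGST1 differed by less than the spread between replicates. For HIF1A and for GPX3, 1 other kept probe had the opposite sign, and for MGST1 7 of 8 other kept probes were called.

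**Figure D2:**
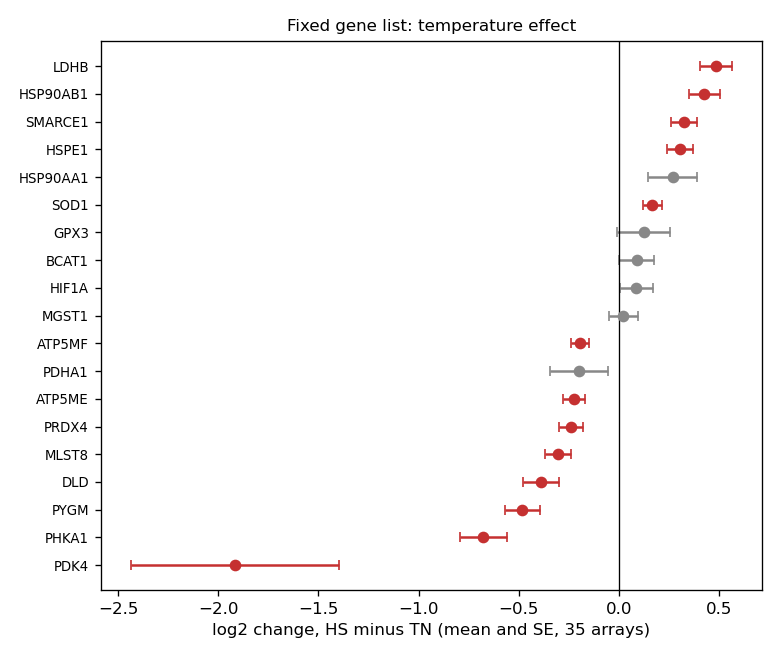
Log2 change of HS minus TN (x axis, mean and SE over 35 arrays) for the 19 measured genes of the fixed list. Red points passed an adjusted p of 0.05 and grey points did not. PDK4 had the largest change and the largest SE, -1.92 and 0.52.

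The question of a heat shock response was addressed with 37 measured genes of the heat shock protein set. HSPA1A, HSPA1B, DNAJA1 and STIP1 had no kept probe named with their symbol and were not tested. Of these, 21 were higher in HS, the median log2 change was 0.02 (camera adjusted p = 0.280), and 5 genes were called over all probes, or 7 adjusted over the list alone. HSP90AB1 rose from 15.79 ± 0.24 (SD, n = 18) to 16.22 ± 0.20 (SD, n = 17), a change of 0.43 (SE 0.08, adjusted p = 0.000497, higher in 17 of 17 HS arrays). HSPE1, the co-chaperone also called HSP10, rose by 0.30 (SE 0.07, adjusted p = 0.00244, 17 of 17), but not past the threshold under 75th percentile scaling (0.19, adjusted p = 0.0665). DNAJA2, DNAJB5 and DNAJC7, of the HSP40 family, changed by -0.24, -0.17 and -0.28 (adjusted p = 0.00848, 0.0236 and 0.00313), and none of the 3 passed under scaling to the spike-in controls, nor DNAJA2 under median scaling. DNAJB5 and DNAJC7 lost their call with either covariate and DNAJA2 with brightness. HSP90AA1 (0.27, adjusted p = 0.128), HSPH1 (0.14, adjusted p = 0.505), HSPB1 (0.24, adjusted p = 0.131), HSPA8 (-0.09, adjusted p = 0.446) and HSPA6 (-0.65, SE 0.44, adjusted p = 0.333) were not called. For HSP90AA1, 4 of 8 other kept probes were called and none had the opposite sign, and its brightest probe was called with array weights (0.35, adjusted p = 0.0199) and without Large White TN replicate 1 (0.33, adjusted p = 0.0465). HSPB1 was called with array weights (0.29, adjusted p = 0.0459).

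The largest rises with the same sign in all 3 breeds were those of LYZ, NEFH, MYH3, ACP5 and CLU. Lysozyme LYZ was 10.92 ± 1.998 (SD, n = 18) in TN and 13.20 ± 0.93 (SD, n = 17) in HS, a change of 2.30 (SE 0.52, adjusted p = 0.00309), and exceeded the TN mean of its breed in 17 of 17 HS arrays. With the leukocyte marker mean as a covariate, an alternative added after the data had been seen, the change of LYZ was 0.96 (adjusted p = 0.0533) and was not called. NEFH rose by 1.91 (SE 0.36, adjusted p = 0.000624) and was well above background on 16 of 18 TN arrays. Of its 2 other kept probes, 1 had the opposite sign. The embryonic myosin MYH3 rose by 1.80 (SE 0.51, adjusted p = 0.0141, 14 of 17), ACP5 by 1.72 and CLU by 1.63 (17 of 17 each). The largest falls were those of PDK4 (-2.003 by the probe with the largest change), the haemoglobin chain HBB (-1.21, SE 0.22, adjusted p = 0.000536), BTC (-1.07, SE 0.17, adjusted p = 0.000136), ANGPTL4 (-1.07, SE 0.32, adjusted p = 0.0206) and ALB. The fall of ALB (-1.05, SE 0.36, adjusted p = 0.0408) lay close to the threshold. Its probe was well above background on 14 of 18 TN and 10 of 17 HS arrays. None of its 10 other probes was called. The call of ALB was lost without any 1 of 12 arrays. Examples are Large White TN replicate 3 (-0.92, adjusted p = 0.0723) and Creole HS replicate 1 (-1.02, adjusted p = 0.0591). This call was also lost in 5 of 13 alternatives, such as no filter (adjusted p = 0.0555) and array brightness as a covariate (adjusted p = 0.0955). ANGPTL4 was not called without the breed term (adjusted p = 0.0568) or under scaling to the spike-in controls.

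**Figure D3:**
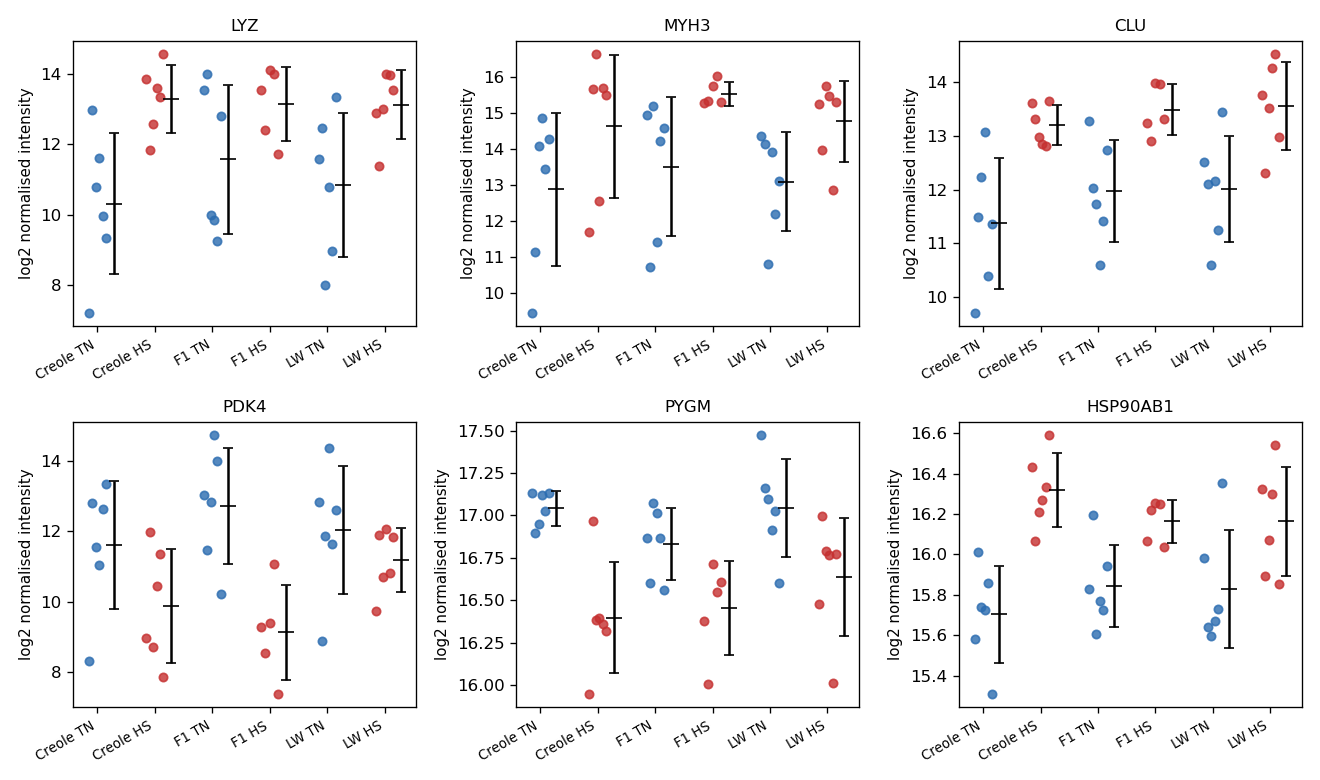
Log2 normalised intensity of 6 genes on every array (points) with group mean and SD (bars), TN in blue and HS in red. All 17 HS arrays exceeded the TN mean of their breed for LYZ, CLU and HSP90AB1, and 14 exceeded it for MYH3. All 17 were below it for PYGM, and 15 were below it for PDK4.

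A total of 10 of 17 gene sets passed the camera threshold, with 3 higher and 7 lower in HS. Under each of the 3 other scalings fixed beforehand the count was also 10, and under scaling to the spike-in controls it was 12. With temperature labels shuffled within breed, camera called a median of 4 sets and at most 11, so its p-values overstate the evidence. Lower sets were complex I subunits (34 genes, median log2 change -0.21, adjusted p = 1.45e-09, 1 gene higher), complex III (-0.22), complex IV (-0.23), ATP synthase (-0.20), TCA cycle and PDH (-0.26, adjusted p = 1.45e-09), glycolysis and glycogen use (-0.28, adjusted p = 2.86e-06) and fast fibre genes (-0.11, adjusted p = 0.00796). Higher sets were MHC class II (9 genes, 0.59, all 9 higher, adjusted p = 6.42e-06), leukocyte markers (18 genes, 0.42, 15 higher, adjusted p = 0.000107) and connective tissue markers (15 genes, 0.31, all 15 higher, adjusted p = 2.10e-06). The median over all 9937 genes tested was -0.02. All 10 calls held under fry, which also called endothelial markers lower (adjusted p = 0.0351), while 0 of 17 sets passed with an inter-gene correlation estimated from the data, where the smallest adjusted p was 0.164. Antioxidant enzymes (0.02), slow fibre genes (-0.06), adipocyte (0.04), endothelial (-0.20), blood cell (0.04) and nerve markers (-0.02) were not called by camera. The antioxidant and blood cell medians were negative under 75th percentile scaling (-0.04 and -0.11), and the nerve median was positive under scaling to the spike-in controls (0.07), where slow fibre genes and blood cell markers were called. For the blood cell and nerve markers the mean had the opposite sign to the median. As means per array, endothelial markers changed by -0.18 (permutation p = 0.0154, adjusted over 9 array measures 0.0231, lower on 14 of 17 HS arrays) and nerve markers by 0.15 (permutation p = 0.0315, adjusted 0.0354, higher on 14 of 17). With the leukocyte mean as a covariate fast fibre genes (-0.03, adjusted p = 0.139) and leukocyte markers were not called. Blood cell markers were called under this covariate (median -0.32, camera adjusted p = 0.00422), and the number of called sets stayed at 10.

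**Figure D4:**
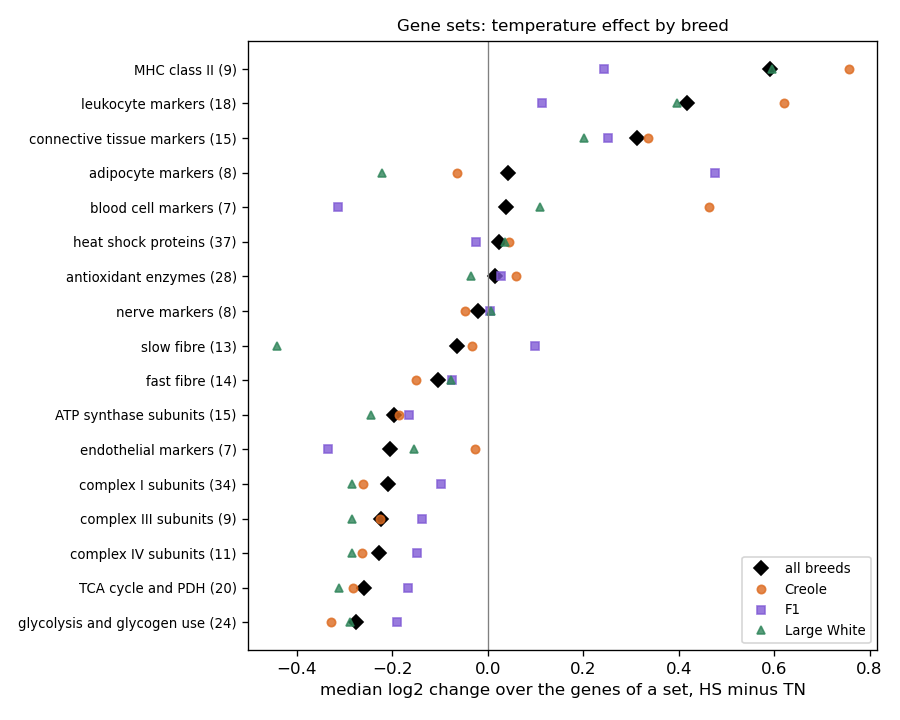
Median log2 change of HS minus TN over the genes of each set (x axis), with the number of genes measured in parentheses, over all breeds (black) and within each breed. MHC class II was highest with 0.59 and glycolysis and glycogen use lowest with -0.28 over all breeds, and the respiratory chain medians were below 0 in each breed.

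Whether the breeds responded alike was examined in 3 ways. No probe passed the interaction test between breed and temperature (smallest adjusted p 0.963), and 1593 of 41517 probes had an unadjusted limma p below 0.05. Within breeds, 792 probes were called in Creole (429 higher, 363 lower), 2 in F1 and 2 in Large White, differences that the interaction test did not bear out. These counts turned on single arrays: without Creole TN replicate 1 the count in Creole was 0, and without Large White TN replicate 6 the count in Large White was 1064. Across probes, which are not independent replicates, the log2 changes in Creole and Large White correlated with r = 0.734, those in Creole and F1 with r = 0.423 and those in F1 and Large White with r = 0.412. Each breed had its own TN controls.

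Breed differences were tested with temperature in the model. A total of 1513 probes (3.64%) differed between Creole and Large White, 717 higher and 796 lower in Creole. F1 differed from Large White in 218 probes and from Creole in 198. On TN arrays alone 220, 18 and 22 probes were called, and with array weights F1 differed from Large White in 787. The share of higher calls in Creole, 47.4%, was 56.3% under 75th percentile scaling, 36.3% under median scaling and 26.0% under scaling to the spike-in controls. The highest in Creole were SELENOF, CYCS, NPSR1, PRKAG3 and LUM. SELENOF was 9.46 ± 0.41 (SD, n = 12) in Creole and 5.83 ± 0.42 (SD, n = 12) in Large White, a difference of 3.63 (SE 0.40, adjusted p = 2.96e-07, 12 of 12 Creole arrays above the Large White mean), but 3 of its 5 other kept probes had the opposite sign and none was called. The same held in part for CYCS (3.13, SE 0.64, adjusted p = 0.0032, 4 of 13 other probes opposite) and LUM (1.58, SE 0.32, adjusted p = 0.00297, 7 of 10 opposite). NPSR1 differed by 1.77 (SE 0.31, adjusted p = 0.000711) and was well above background on 10 of 12 Creole and 3 of 12 Large White arrays, so its size is uncertain too and ran from 1.24 to 3.37 over the alternatives. PRKAG3 differed by 1.59 (SE 0.33, adjusted p = 0.00313).

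The lowest in Creole were OAZ3, SOD2, KIT, IGF2 and SOCS3. KIT was 7.73 ± 0.39 (SD, n = 12) in Creole and 9.66 ± 0.60 (SD, n = 12) in Large White, a difference of -1.93 (SE 0.19, adjusted p = 2.52e-08), and all 4 of its other kept probes were called in the same direction. IGF2 differed by -1.89 (SE 0.36, adjusted p = 0.00136), with all 8 other probes called in the same direction, and was below the Large White mean in 11 of 12 Creole arrays. OAZ3 differed by -2.15 (SE 0.28, adjusted p = 6.85e-06) and was well above background on 2 of 12 Creole arrays, so the size of the difference is uncertain and ran from -3.84 to -1.57 over the alternatives. SOD2 differed by -2.03 (SE 0.46, adjusted p = 0.00822), with 2 of 8 other probes opposite, and SOCS3 by -1.69 (SE 0.44, adjusted p = 0.0218). On TN arrays alone CYCS, NPSR1, PRKAG3, SOD2 and SOCS3 were no longer called.

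A total of 4 gene sets were called lower in Creole than in Large White: slow fibre genes (13 genes, median -0.17, camera adjusted p = 0.0186), leukocyte markers (18 genes, -0.23, adjusted p = 0.0313), connective tissue markers (15 genes, -0.30, adjusted p = 1.77e-06) and endothelial markers (7 genes, -0.27, adjusted p = 0.000489). Under fry only the last pair passed (adjusted p = 0.0386 and 0.0194), and with an estimated correlation 0 of 17 did. With breed labels shuffled within temperature, camera called a median of 4 sets and at most 15, so the real count was no higher than this median. The leukocyte markers lost their call in 6 of 13 alternatives and without any 1 of 9 arrays, and slow fibre genes in 4 of 13 and without any 1 of 4 arrays. Without Creole TN replicate 1 neither was called (-0.09, adjusted p = 0.233, and -0.15, adjusted p = 0.0758). The medians of the other 13 sets lay between -0.18 and 0.07.

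F1 departed from the midpoint of the parental breeds in 102 probes, 78 higher and 24 lower. This balance depended on the scaling, with 41 higher and 41 lower under median scaling and 25 higher and 43 lower under scaling to the spike-in controls. The smallest p-values belonged to AKR1C1, ND2 and ND1. AKR1C1 was lower by -0.70 (SE 0.10, adjusted p = 0.00134, 11 of 11 F1 arrays). Of its 6 other kept probes 4 were called, and 2 of the 6 had the opposite sign. The mitochondrially encoded ND2 was 16.86 ± 0.10 (SD, n = 11) in F1 and 15.76 ± 0.58 (SD, n = 24) in the parental breeds, a departure of 1.09 (SE 0.17, adjusted p = 0.00178), and 10 of its 11 other probes were called. ND1 departed by 0.64 (SE 0.11, adjusted p = 0.00391, 11 of 11), but not past the threshold under 75th percentile scaling (adjusted p = 0.0551). On TN arrays alone neither ND2 (adjusted p = 0.204) nor ND1 (adjusted p = 0.346) was called.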

Values the study reported

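For muscle, the study reported 1774 differentially expressed probes between heat stress and thermoneutrality, accounting for 920 unique annotated genes. Its methods put the number of probes expressed in muscle at 40,649.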

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

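The tests of wrong slide, spot, array and breed label in this part were laid out before their results were seen, except that the rules for reading the breed-label tests were set after their values were seen. Each array was compared with the other arrays of its group in 378 combinations of group and measure. The gap from the lowest or highest array to the nearest other, divided by the whole range of the group, passed Dixon's 95% critical value in 31 of them, where chance gives 18.9. The numbers in parentheses are these ratios. F1 TN replicate 6 and Large White TN replicate 3 stood out most often, 4 times each.

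Among quality measures, Large White TN replicate 3 was lowest in percent of probes well above background (0.675), Creole HS replicate 1 was lowest in local background (0.647). F1 TN replicate 1 was lowest in local background (0.789), Large White HS replicate 1 was lowest in local background (0.744). The 3 arrays with low local background lay on the same slide, on which the highest local background was 33, while all arrays of the other slides had 39 to 49.5. A slide effect on the background is a candidate explanation, and no biological explanation was tested. The main values use no background subtraction.

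Among gene set means, Creole TN replicate 2 was highest in set mean of heat shock proteins (0.628), F1 TN replicate 2 was highest in set mean of heat shock proteins (0.673). F1 TN replicate 2 was highest in set mean of antioxidant enzymes (0.656), Large White TN replicate 3 was lowest in set mean of MHC class II (0.660). F1 TN replicate 2 was lowest in set mean of slow fibre (0.798), Creole TN replicate 2 was highest in set mean of blood cell markers (0.859). Large White TN replicate 3 was lowest in set mean of blood cell markers (0.653), Creole TN replicate 1 was lowest in set mean of connective tissue markers (0.696). Array brightness as the source was examined by asking whether the array standing out was also the farthest from its group in brightness. This was so for 0 of 8, where chance gives 1.33, so few cases that array brightness and differences between animals cannot be told apart.

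Among named genes, Creole TN replicate 1 was lowest in PDK4 (0.642), Large White TN replicate 6 was lowest in PHKA1 (0.646). F1 HS replicate 5 was highest in BCAT1 (0.735), F1 HS replicate 5 was lowest in GPX3 (0.718). Large White TN replicate 2 was lowest in SMARCE1 (0.903), Creole HS replicate 2 was lowest in HSP90AA1 (0.728). F1 TN replicate 6 was lowest in ANGPTL4 (0.637), Large White TN replicate 3 was highest in ALB (0.651). Large White HS replicate 5 was highest in ALB (0.716), F1 TN replicate 6 was highest in NPSR1 (0.857). F1 TN replicate 6 was highest in PRKAG3 (0.796), F1 TN replicate 6 was highest in LUM (0.643). F1 HS replicate 3 was lowest in LUM (0.866), Large White HS replicate 6 was lowest in OAZ3 (0.822). Large White TN replicate 6 was lowest in SOD2 (0.749), Creole TN replicate 6 was highest in IGF2 (0.840). F1 HS replicate 3 was highest in IGF2 (0.875), Creole TN replicate 1 was highest in ND2 (0.683). Creole HS replicate 1 was highest in ND2 (0.755). A defect of a single spot was tested with the other kept probes of each gene. The median of the other probes deviated in the same direction in 15 of 16 cases with other probes, and by over 50% of the deviation in 11 of the 16. This argues against it as the general source. For SOD2 in Large White TN replicate 6, PRKAG3, LUM and NPSR1 the other probes moved little or the other way, so a defect there stays open. A wrong breed label was tested by nearness to the breed means over 50 breed-separating probes, and 33 of 35 arrays were nearest to their own breed, among them 10 of the 12 arrays that stood out in a named gene, which argues against it for those 10. The 2 exceptions were F1 TN replicate 6 and F1 HS replicate 3. On a scale from Large White at 0 to Creole at 1 over 1173 probes, they lay at 0.63 and 0.374, within the 0.324 to 0.711 of the other 9 F1 arrays. The lowest Creole array lay at 0.638 and the highest Large White array at 0.294, closer than parental arrays differ from each other, so for these arrays F1 animals and animals of another breed cannot be told apart. The rule for reading this scale was made stricter after its values were seen. Without both arrays 6607 probes changed with temperature and 1460 differed between Creole and Large White, 168 between F1 and Large White and 176 between F1 and Creole. F1 then left the midpoint in 73 probes, against 102 with all arrays. Within F1 26 probes changed with temperature, against 2 with all arrays. Differences between animals within a breed stay open and were not tested.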

How the results depend on the processing

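The spike-in scaling and the covariates for array brightness and leukocyte markers were chosen after seeing the data, the other alternatives before. The cause was not tested for a change below unless its construction is named. No paired analysis was possible because the labels pair no animals. The correlations between breeds moved by less than their jackknife error in each of the 13 alternatives run, but this error was wide. For Creole and Large White the correlation ran from 0.564 with the leukocyte covariate to 0.754 with normexp. For F1 and Large White it ran from 0.320 with slide as a fixed block to 0.491 with array weights. The limma interaction test gave 0 probes in all 13 alternatives and without each array, against 1593 at an unadjusted p below 0.05.

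The temperature count stayed within 1.5 times 6654 in 12 of 15 alternatives. It was 1964 with 1 probe per gene symbol, which tests fewer probes, 2092 with array brightness and 2752 with the leukocyte mean as a covariate. Within breeds the counts moved most. For Creole they were 457 without a filter, 441 with slide as a fixed block, 0 with the arrays of that breed alone, which leaves fewer arrays, 217 with spike-in scaling, and 0 with either covariate. For F1 they were 0 under 75th percentile scaling, the filter on all arrays, its own arrays alone and spike-in scaling, 1 with slide as a fixed block, 696 with array weights and 4 with the leukocyte covariate. For Large White they were 102 under 75th percentile scaling, 14 with normexp, 22 under median scaling, 353 and 98 with slide as a fixed and a random block, 890 with array weights, 0 with its own arrays alone, 401 with spike-in scaling and 0 with either covariate.

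Creole and Large White differed in 220 probes on TN arrays alone, which are fewer arrays, in 920 with spike-in scaling and in 2293 with the leukocyte covariate. F1 and Large White differed in 345 under median scaling, 144 without a filter, 787 with array weights, 18 on TN arrays, 428 with spike-in scaling, 333 with the brightness and 498 with the leukocyte covariate. F1 and Creole differed in 453 with array weights, 22 on TN arrays, 101 with spike-in scaling, 320 with the brightness and 549 with the leukocyte covariate. F1 left the midpoint in 28 under 75th percentile scaling, 285 with array weights, 4 on TN arrays, 161 with the brightness and 181 with the leukocyte covariate. For gene sets, camera with an estimated correlation called 0 for temperature and 0 for breed, and the breed count was 2 under median scaling and 2 with fry. With the leukocyte covariate the breed count rose to 6, all lower in Creole. Sets called there included TCA cycle and PDH (camera adjusted p = 0.00648) and ATP synthase subunits (camera adjusted p = 0.0162).

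Without 1 array at a time, the temperature count ranged from 5257 (without Creole TN replicate 1) to 8558 (without F1 TN replicate 2), Creole and Large White from 1210 to 1774, F1 and Large White from 120 (without Large White HS replicate 4) to 340 (without Creole TN replicate 1), F1 and Creole from 149 to 249, and the midpoint from 48 (without F1 TN replicate 3) to 141. Within Creole it ranged from 0 (without Creole TN replicate 1) to 1663 (without Creole HS replicate 2), within F1 from 0 to 55 (without F1 TN replicate 6), and within Large White from 0 to 1064 (without Large White TN replicate 6). The set count ranged from 10 to 11 for temperature and from 2 (without Creole TN replicate 1) to 4 for breed.

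The share of higher calls followed the scaling. For temperature it was 37.5% under 75th percentile scaling, 56.7% under median scaling and 86.6% under spike-in scaling. For Creole minus Large White it was 56.3%, 36.3% and 26.0% under the same scalings, and within Creole 43.6%, 61.7% and 78.8%. The median over all probes was -0.02 in the main values and 0.07 under spike-in scaling.

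Direction changed only in genes and sets that were not called in the main values. With 75th percentile scaling of the processed signal, the log2 change with temperature was -0.0790 for MGST1, -0.0364 for antioxidant enzymes, -0.11 for blood cell markers. With 75th percentile scaling of the processed signal, the log2 difference of Creole minus Large White was -0.00902 for complex I subunits, 0.0225 for complex IV subunits, 0.00710 for ATP synthase subunits. With normexp background correction, the log2 difference of Creole minus Large White was -0.00944 for complex III subunits. With median scaling, the log2 change with temperature was -0.0103 for MGST1. With median scaling, the log2 difference of Creole minus Large White was -0.0217 for heat shock proteins, -0.0405 for complex I subunits. With the deposited table, the log2 change with temperature was -0.10 for blood cell markers. With no filter on dim probes, the log2 change with temperature was -0.0167 for blood cell markers. With slide as a fixed block, the log2 difference of Creole minus Large White was -0.00312 for complex I subunits. With mean over probes of a gene, the log2 difference of Creole minus Large White was -0.00160 for complex III subunits. With spike-in scaling, the log2 change with temperature was 0.0654 for nerve markers. With spike-in scaling, the log2 difference of Creole minus Large White was -0.0495 for heat shock proteins, -0.0683 for complex I subunits, -0.0167 for complex III subunits, -0.00847 for fast fibre. With array brightness as a covariate, the log2 change with temperature was -0.0319 for HIF1A, -0.00536 for HSPH1, -0.0415 for heat shock proteins, 0.00687 for slow fibre, -0.22 for blood cell markers, 0.0821 for nerve markers. With array brightness as a covariate, the log2 difference of Creole minus Large White was -0.00160 for heat shock proteins, -0.0164 for complex I subunits, -0.00947 for complex III subunits. With leukocyte marker mean as a covariate, the log2 change with temperature was -0.0719 for HIF1A, -0.0497 for GPX3, -0.0287 for heat shock proteins, -0.0448 for antioxidant enzymes, 0.0151 for slow fibre, -0.32 for blood cell markers, 0.11 for nerve markers. With leukocyte marker mean as a covariate, the log2 difference of Creole minus Large White was -0.0526 for complex I subunits, -0.0482 for complex III subunits, 0.00250 for antioxidant enzymes, 0.15 for MHC class II, -0.0107 for fast fibre, 0.21 for blood cell markers, -0.00644 for nerve markers. Without 1 array at a time, the log2 change with temperature ranged from -0.00625 (without Creole HS replicate 3) to 0.0494 for MGST1, -0.0169 (without F1 TN replicate 2) to 0.11 for adipocyte markers, -0.15 (without Creole HS replicate 1) to 0.18 for blood cell markers, -0.0454 (without Large White HS replicate 2) to 0.0182 for nerve markers. Without 1 array at a time, the log2 difference of Creole minus Large White ranged from -0.0190 (without Creole TN replicate 1) to 0.0217 for heat shock proteins, -0.0361 (without Large White HS replicate 5) to 0.0428 for complex I subunits, -0.0246 (without Large White TN replicate 6) to 0.0506 for complex III subunits, -0.0332 (without Creole HS replicate 2) to 0.0290 for complex IV subunits, -0.14 (without Creole HS replicate 1) to 0.0346 for MHC class II, -0.00505 (without Large White HS replicate 5) to 0.0187 for fast fibre. The leukocyte covariate is made of the leukocyte markers, so it removes their own change by construction. Between 58.4% and 75.9% of probes were well above background on an array, which limits what can be said of dim probes.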

Other observations

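The fits with slide as a block were planned, but counting the calls they shared was chosen only after the results were seen. The tests of brightness, leukocytes, fibre share, the F1 response and mitochondrial transcripts were chosen only after the results were seen, and so were the rules for reading the regeneration and fatty acid lists and the split of SELENOF values in F1.

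With limma, 6654 probes changed with temperature. This count was higher than the value quoted from the study above. They covered 2295 genes with a symbol. This number, too, was higher than the one quoted from the study above. The study fitted pen, slaughter day, father and mother as random terms, which the fit here left out. It also named its probes in another way. The counts are therefore not alike, and the source of the gap was not tested.

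Regrouping the arrays asked whether chance assignment of independent animals can be excluded. For temperature, 1 of 100 groupings, the real one, gave as many probes, so such chance can be excluded. The same holds within Creole (1 of 100), where the count was 0 without Creole TN replicate 1. Such chance cannot be excluded within F1 (6 of 100), within Large White (5 of 100) or for the number of gene sets changed by temperature (5 of 100). For the interaction limma called 0 probes (1593 at an unadjusted p below 0.05), which any grouping reaches, so regrouping says nothing there. Such chance can be excluded for the correlation of Creole and Large White effects (1 of 100), Creole and F1 (4 of 100) and F1 and Large White (4 of 100). For breed it can be excluded between Creole and Large White (1 of 100), F1 and Large White (1 of 100), F1 and Creole (2 of 100) and for the midpoint (1 of 100), but not for the sets called between Creole and Large White (52 of 100). The regroupings treat animals as independent, while each breed came from a few litters that the labels do not give, so clustering by family may also produce breed and midpoint calls and was not tested. Pens and slaughter days were nested within temperature per the study methods. They may also produce temperature calls, which shuffling single animals cannot exclude.

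Technical sources of the temperature calls were weighed. With slide as a block 99.1% of the calls were found again with the same sign, which argues against slide. HS arrays were brighter, and the 75th percentile minus the spike-in mean was 0.15 higher in HS (permutation p = 0.0277, adjusted 0.0354), which argues against scanner gain or hybridisation strength for that part. With array brightness as a covariate 1898 calls (28.5%) were found again with the same sign, and with the leukocyte mean as a covariate 1762 (26.5%). Most calls were thus lost under each, and those left argue against either as the whole cause. As a large share of the cause both stay open. The labels give the slaughter day for 0 arrays, and by the design all TN pigs were slaughtered before the HS pigs, so age at slaughter or slaughter day and the temperature cannot be told apart.

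The make-up of the tissue may contribute. The leukocyte marker mean was 0.47 higher in HS (permutation p = 0.00715, adjusted 0.0161, higher on 15 of 17 HS arrays), so more leukocytes in the HS muscle are a candidate explanation for part of the calls. The change of LYZ fell to 0.96 with the leukocyte mean as a covariate. A lower share of muscle fibres against all other cells would, by itself, raise all markers alike. Leukocyte minus endothelial markers rose by 0.65 (permutation p = 0.00138, adjusted 0.00414), which argues against it as the only change. A lower fibre share along with other shifts stays open. Connective tissue markers rose (median 0.31, 15 of 15 genes) and fast fibre genes fell (median -0.11), while endothelial markers fell (median -0.20). Within groups, array brightness followed the leukocyte mean with Pearson r = 0.501 (permutation p = 0.00218) and Spearman rho = 0.470 (permutation p = 0.00476) over 35 arrays, and r = 0.490 without the 2 farthest arrays. By slide r was 0.529, 0.634, 0.934 and 0.0826, and the slide with 3 arrays was too small. Tissue make-up behind array brightness is a hypothesis found on the same data, and it did not hold on every slide.

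MYH3 was higher in HS, and a list of 22 muscle regeneration genes was written to test muscle fibre regeneration. Only 11 were measured, and their median of 0.07 lay at percentile 90.5 of 10000 random lists, below the 95 set for the test, so regeneration and no regeneration cannot be told apart. PDK4 and ANGPTL4 fell, and a list of 24 genes of fatty acid use, 23 measured, had a median of -0.20, as low as 0 of 10000 random lists. Complex I subunits, with a median of -0.21, fell as much, so a lower fatty acid signal in muscle and a general fall of mitochondrial transcripts cannot be told apart.

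The slope of F1 temperature effects on those of the other breeds was 0.393. With breed labels shuffled, 13 of 100 slopes were as low, so a weaker temperature response in F1 and chance cannot be told apart.

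For Creole minus Large White, other probes of the called genes had the same sign in 87.6% of pairs, against 95.8% for temperature. Genes with many called probes gave most pairs per gene, and the 738 called probes without a symbol were not tested. This share therefore cannot decide whether sequence differences under single probes were the main cause, and they may act on single genes. SELENOF is such a case, since the largest absolute difference of its 5 other probes was 0.17, so a sequence or transcript-part difference at this probe alone is a candidate explanation. In F1 its values split into 5 arrays from 5.51 to 6.12 and 6 from 8.82 to 9.44.

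Of 127 mitochondrially encoded probes, 111 were higher in F1 than the parental midpoint, and 43 were among the 78 called higher. The encoded probes were not counted under other scalings. The median of 34 nuclear-encoded complex I genes was -0.0294, which argues against a general rise of respiratory chain transcripts. Mitochondrial haplotype differences under the probes may produce the same 111 higher probes. Without genotypes they and a rise of these transcripts cannot be told apart.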
